# SuperCT: a supervised-learning framework for enhanced characterization of single-cell transcriptomic profiles

**DOI:** 10.1093/nar/gkz116

**Published:** 2019-02-25

**Authors:** Peng Xie, Mingxuan Gao, Chunming Wang, Jianfei Zhang, Pawan Noel, Chaoyong Yang, Daniel Von Hoff, Haiyong Han, Michael Q Zhang, Wei Lin

## Abstract

Characterization of individual cell types is fundamental to the study of multicellular samples. Single-cell RNAseq techniques, which allow high-throughput expression profiling of individual cells, have significantly advanced our ability of this task. Currently, most of the scRNA-seq data analyses are commenced with unsupervised clustering. Clusters are often assigned to different cell types based on the enriched canonical markers. However, this process is inefficient and arbitrary. In this study, we present a technical framework of training the expandable supervised-classifier in order to reveal the single-cell identities as soon as the single-cell expression profile is input. Using multiple scRNA-seq datasets we demonstrate the superior accuracy, robustness, compatibility and expandability of this new solution compared to the traditional methods. We use two examples of the model upgrade to demonstrate how the projected evolution of the cell-type classifier is realized.

## INTRODUCTION

Recent advances in single-cell RNA-seq (scRNA-seq) techniques make it possible to profile the RNA transcript abundance in a single cell, which enables us to reveal its identity. The mainstream scRNA-seq analytical methods utilize dimensional reduction (DR) and unsupervised clustering (UC) algorithms to initiate the analyses. UC provides the mathematical aggregation based on some cell grouping measures and DR facilitates the data visualization (DV) of the clustering result by ‘projection’. The putative subpopulations of cell types are thus identified with the enriched canonical signature signals. Nonetheless, this canonical workflow has its limitations. First, the cell types were not actually characterized by single-cell but by cluster. For each cell type in the sample, it always requires a certain number in order to form a discernable cluster. Second, the layout of cells by DR and the resultant clustering are model- and parameter-dependent. For example, the different distance/similarity metrics could result in different clustering effects (1–7). Kiselev *et al.* also have addressed the challenge of choosing optimal parameters and try to use a consensus matrix of multiple clustering results to optimize the final solution (8). Moreover, the cell-type assignment of these clusters highly relies on the investigator's familiarity with its signature molecules. Without sufficient background knowledge, the cell type, especially the rare types in a sample will be hard to identify, even though it could play critical roles. In this study, we aim to develop a new workflow that bypasses the clustering step and directly assign the cell type to each individual cell with less hassle on model selection or cluster interpretation.

Supervised classifier (SC) has been widely used in the automatic image classification (9–11). Ramo *et al.* developed CellClassifier based on the pixel intensities of cell imaging (12). However, using only morphological information is inadequate to find a definite answer because the identity of a single cell is mostly defined by its functional molecules rather than by how it looks. The genome-wide mRNA profiling provides more than enough information to discern its identity. SC3 method includes Support Vector Machine (SVM), a supervised learning component, which makes it a hybrid solution of UC and SC (8). Even though, the use of SVM is based on the cluster ID of the current dataset rather than the global learning of the features of the meaningful cell types. The cell-type classification somewhat resembles the image recognition in terms of high-dimensional data transformation and classification. Using a globally trained SC model, the user may easily solve the cell-type classification problem in one single step. Some typical challenges in scRNA-seq analyses, such as, the signal dropouts are like the dead pixels of images, won’t necessarily impede from recognizing them. All these facts make SC model not only a potential solution for cell-type classification but also an efficient and robust one.

In order to train the model and characterize cell types in a more efficient fashion at the user end, we hereby propose a non-linear SC model to predict cell types. The outperformance of the non-linear algorithm such as tSNE in the scRNA-seq feature space has suggested the non-linearity of the cell-type classification problem and the potential of non-linear classifier models such as SVM and Artificial Neural-Network (ANN). Unlike SC3 using the cells of the current study for local supervised training using SVM, we incorporate the total Mouse-Cell-Atlas (MCA) datasets (13) and other large-scale annotated single-cell datasets for the global training of the ANN model. Moreover, using the strategy of online learning, the ANN model can continuously optimize the performance and adapt itself to the prediction tasks in a specific sample context using the training dataset generated from the similar background. By increasing the output nodes and applying the online learning and the transfer learning, we are able to efficiently expand the cell-type catalog for a broader scope of characterization task. These are the extra benefits of the ANN as one of the SC options. In this paper, we extensively examine the utility, the reliability, the compatibility and the expandability of the SuperCT framework and demonstrate with a few explicit examples on how to characterize cell types and gain unprecedented insights of cell biology.

## MATERIALS AND METHODS

### Implementation of the SuperCT artificial neural network

The artificial neural-network structures and the learning algorithms are implemented using Keras API. We design a fully connected ANN model for the cell-type classification. The inputs are the binary signals of 16 013 genes that are homologous between human and mouse. We include these homologous genes to adapt the model to the application of both human and mouse study in this paper. To enhance the compatibility across different scRNA-seq platforms, we convert the digital expression values to the binary values, which means the genes are either present or absent in the cells. As seen in most of the flow-cytometry analyses, the present/absent of the signature gene provides adequate information to discern most of the known cell types. Therefore, it is believed that the dominant cell-type information is preserved after the binary transformation. Also, the binary signal input is compatible across most of the Unique-Molecular-Index-based (UMI) scRNA-seq platforms with the robust performance of the cell-type classification.

The input layer is connected to a hidden dense layer with 200 neurons and the first layer is fully connected to the next 100 neurons, respectively, using ReLU (Rectified Linear Unit) activation functions. Two random neuron dropouts (dropout rate at 0.4) occur after each layer in order to control over-fitting. The number of the output nodes corresponds to the number of the cell types in the catalog, which is 30+1 for v1m/v1h and 37+1 for v2m respectively. As the sample sizes of the different cell types vary from hundreds to tens of thousands in MCA dataset, to avoid the under-representation of the small-sample-size cell types in the calculation of the accuracy function, we include the class-weight based on the sample size of each type in the model training. The loss function is defined as categorical cross-entropy.

### Organization and preprocessing of the training dataset

There are three versions of SuperCT discussed in this paper, v1m (‘m’ stands for mouse), v1h (‘h' stands for human cells) and v2m, which are adapt to the different application scenarios. We firstly select a total of 176 675 cells in the 30 categories of known cell types defined in mouse cell atlas project (MCA). These 30 cell types have more than 1000 counts in MCA. We then selected 4227 cells (4.2k-new-type-cells) in the seven categories of known cell types other than the 30 types in MCA. These seven cell types have >500 counts in MCA. We also synthesized 8923 scRNA-seq profiles (9k-synthetic-cells) by shuffling the randomly selected MCA scRNA-seq profiles. Total 189,825 labeled single-cell expression profiles (referred as the 190k training dataset) were used for the training of SuperCT v1m and v2m. To test the robustness of the model expansion from v1m to v2m, the variable training labels of the two versions are described as follow. Other than the 9k-synthetic-cells that are always assigned to ‘unknown’ category, the 4.2k-new-type-cells were assigned to the ‘unknown’ category in v1m but assigned to seven specific types in v2m. We are wondering whether the extra seven types could be learned from the ‘unknown’ category in the new training. Other than the abovementioned MCA and synthesized cells, 8976 additional peripheral blood mononuclear cells (PBMCs, 9k-immune-cells) from 10× Genomics public database are included for SuperCT v1h training. In order to make a fair comparison, the 4.2k-new-type-cells were still assigned to the unknown category in v1h because v1h is considered as the optimization of v1m.

### Initial training and continual learning of the models

For the SuperCT v1m, we use the batch learning of the entire 190k MCA data. We applied SGD (Stochastic Gradient Descent) by dividing training data into mini-batches of size 1024. 20% of training dataset was set aside for the training validation. Numbers of training epochs were manually determined based on the gap between the training and validation error to control over-fitting (early stopping).

In the two upgrades from v1m to v1h and v1m to v2m, we took the v1m parameters to initiate the online learning. We also took the mini-batches of 1024 from the new training data and update the model parameters. In order to alleviate the ‘Catastrophic Forgetting’, we designed a ‘review training’ mechanism to ‘refresh’ the memory of the previous learning in the v1m. Randomly selected 4000 cells from the previous training dataset are fed again for the model training after each epoch of learning by the new training dataset.

### 10-fold cross-validation over the training datasets and the model

To evaluate the overall performance based on the total training dataset (190K MCA and 9K human immune cells), we performed 10-fold validation test. The v1m, v1h and v2m datasets are randomly divided into 10 equal fractions. Nine of them are used to perform training and one of them is held out for testing. The 10 concordance values will show the robustness of the model and the reliability of the training datasets.

### Transfer learning in the model expansion

In the training of the new cell types using MCA dataset, we freeze the first hidden layer (200 nodes) and only update the weights of the second layers and the output layer. This learning strategy will retain the transformed features residing in the hidden layer in previous training and use them for the characterization of more cell types.

### Testing datasets from the third party

The first testing dataset is based on the similar study as MCA, which was performed by the Tabula Muris Consortium (TMC) (14). We used the single-cell expression profiles from 12 tissues generated on the 10xGenomics Chromium platform in order to test the overall performance of the models trained by MCA cells. The MCA and TMC cell types are defined by two different groups of investigators. To make a fair comparison, we first identified and selected the TMC cell types that are corresponding to the 37 known cell types defined in SuperCT (see the mapping in Supplementary Table S1). The TMC cell types whose MCA-corresponding type not confirmed are excluded for now. We have total 25.5k cells in this test.

The second testing dataset was from cord blood mononuclear cells (CBMC, total 8005 cells). Stoeckius *et al.* used a unique CITE-seq technique that allows to interrogate the single-cell transcriptome and surface proteins at the same time (15). The cell identities revealed by CITE-seq technique are validated by both RNA and surface protein signals.

The third testing dataset is obtained from an E18 mouse brain 9k cells generated on the 10× Genomics platform (16). This dataset will cover some new cell types that are defined only in the upgraded model. We use this dataset to test the robustness of the expansion of cell-type catalog.

The fourth testing dataset was a 2.8k-tumor-tissue-associated-cells dataset obtained from a malignant pancreatic tumor tissue that was extracted from a genetically modified mouse (the KPC model)(17) generated on the Chromium platform. The study of the third dataset represents a typical scenario in which researchers seek to extensively interrogate a heterogeneous tissue sample using the scRNA-seq technique.

### scRNA-seq dataset generated from mouse pancreatic tumor tissue

Freshly harvested tumors from KPC (LSL-KrasG12D/+; LSL-Trp53R172H/+; Pdx-1-Cre) mice were subjected to mechanical and enzymatic dissociation using a Miltenyi gentleMACS Tissue Dissociator to obtain single cells. The 10xGenomics Chromium Single Cell 3′ Solution was employed for capture, amplification and labeling of mRNA from single cells and for scRNA-seq library preparation. Sequencing of libraries was performed on an Illumina HiSeq 2500 system. Sequencing data (fastq files) was input into the CellRanger pipeline to align reads and generate gene-cell digital expression matrices.

### Unsupervised clustering, dimensional reduction, and data visualization

Most of the UC, DR and DV in this paper are accomplished by a widely used scRNA-seq analytical suite, Seurat (17,18). The Seurat objects are generated for each dataset with their digital expression matrices as input. The PCA is performed by Seurat RunPCA function. The tSNE coordinates are calculated using Seurat RunTSNE function. The putative clusters are defined by Seurat FindClusters function using the top 10 principle components and other default parameters. The prediction result is loaded to the Seurat metadata in order to be shown in reference to the tSNE layout.

### Top signature genes for each cell type ranked by information gain

In order to calculate and rank the information entropy gain, the following equations are used.

(1) }{}\begin{eqnarray*}Gain\ (Type,\ gene) &=& \ Entropy(Type) \nonumber\\ &&- Entropy(Type,\ Gene)\end{eqnarray*}

(2) }{}\begin{equation*}Entropy\ (type) = - \mathop \sum \limits_i {p_i} \cdot \log \left( {{p_i}} \right)\end{equation*}

(3) }{}\begin{eqnarray*}Entropy\ (Type,Gene) = \ - \sum\limits_i {({p_i} \cdot \sum\limits_j {{p_{ij}} \cdot \log ({p_{ij}})} )}\nonumber\\ \end{eqnarray*}

The binary values of each gene over the binary values as a certain type for the total cells are utilized to make a contingency table in order to calculate the *p* in Equations (2) and (3). Whereas pi denotes the prior probability of cell belonging to the cell type *i*; *p*_*ij*_ denotes the probability of cell belonging to the cell type *i* (yes or no) when gene signal is in *j* status (present or absent). The top 50 genes are ranked based on the value of information gain (Equation 1) in Supplementary Table S2 for each type.

### Search of genes that correlate to the tumor progression

The epithelial tumor cells are characterized from the scRNA-seq data of the mouse PDAC tumor tissues using SuperCT v2m. These cells’ digital expression profiles were pulled out as the input to calculate the pseudo-time ordering using Monocle2. The pseudo-time values of each cell and the gene expression value for that cell were used to fit a linear model using an R function ‘lm’. The *p* value of the coefficient of each linear model is used to determine whether the gene expression correlates with the tumor progression by time.

## RESULT

### Overview of SuperCT model structure, datasets, training strategies and usage

The schematic workflow of SuperCT framework is shown in Figure 1A. The detailed structure of the fully connected ANNs for SuperCT is described in the Materials and Methods. The training datasets were selected from MCA project (∼190k cells) and peripheral blood mononuclear cells (PBMCs, ∼9k cells). More details of the training data organization are given in the Materials and Methods and Supplementary Table S3. Other than the training dataset, in order to further validate the utility of SuperCT classifier in assigning cell types, we tested the performances using three independent datasets (14,19). More detailed descriptions of these datasets are given in the Materials and Methods. The overall concordance measure is defined to assess the reliability of the prediction. More precisely, concordance means whether the SuperCT predictions agree with the manual cluster annotations in the literature, which were based on the enriched canonical marker of the entire cluster of a certain sample or the entire cellular sample sorted by the canonical markers from the specific tissue.

**Figure 1.**
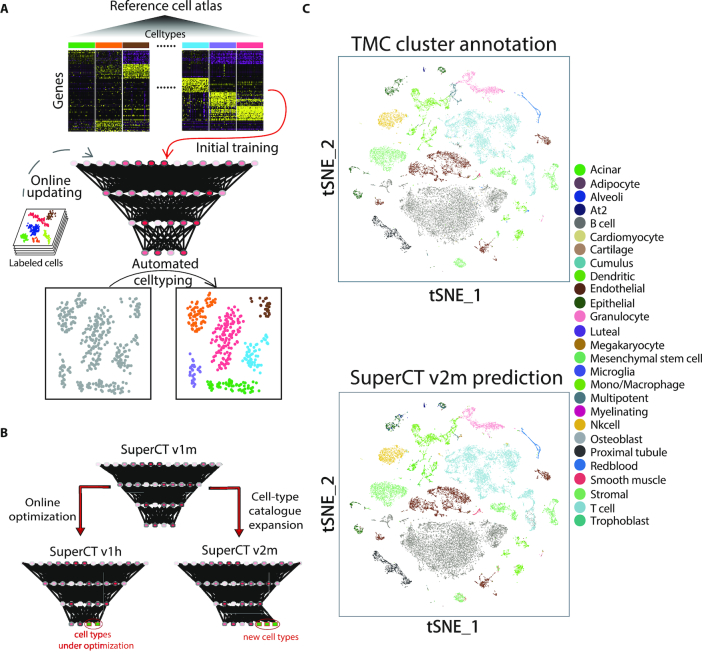
Overview of SuperCT framework and the high concordance between the original MCA cell-type annotations and the SuperCT predictions. (**A**) The workflow of SuperCT training, prediction and upgrade. (**B**) The two upgrades that lead to the optimized or expanded SuperCT classifier. (**C**) The overview of TMC data original labels in comparison with SuperCT v2m predictions.

There are three versions of SuperCT classifier discussed in this paper, v1m, v2m and v1h. v1m and v1h both have 30 ‘known’ and one ‘unknown’ cell type in their catalogs. v2m has 37 ‘known’ and one ‘unknown’ type. ‘m’ stands for mouse and ‘h’ stands for human, which indicates on what species the model works better. Version number increase stands for the upgrade of the cell-type catalog. Figure 1B illustrates the two upgrade protocols that underlie the typical evolution of SuperCT model. v1m is considered as the initial model trained from a large training dataset possibly with some error or insufficiency. In the v1m-to-v1h upgrade, we aim to test whether the online parameter optimization using additional training dataset from the similar background will make the classifier perform better in the target sample. In the v1m-to-v2m upgrade, we aim to demonstrate the robust expansion of the capability to predict more cell types with little sacrifice on the concordance over the predictions of other cell types.

We used another mouse cell study (TMC datasets) to validate the overall performance of v2m model (Figure 1C). The outperformance of SuperCT classifier over the prior manual annotation based on UC methods will be compared and discussed in detail in the following result section (Figure 2).

**Figure 2.**
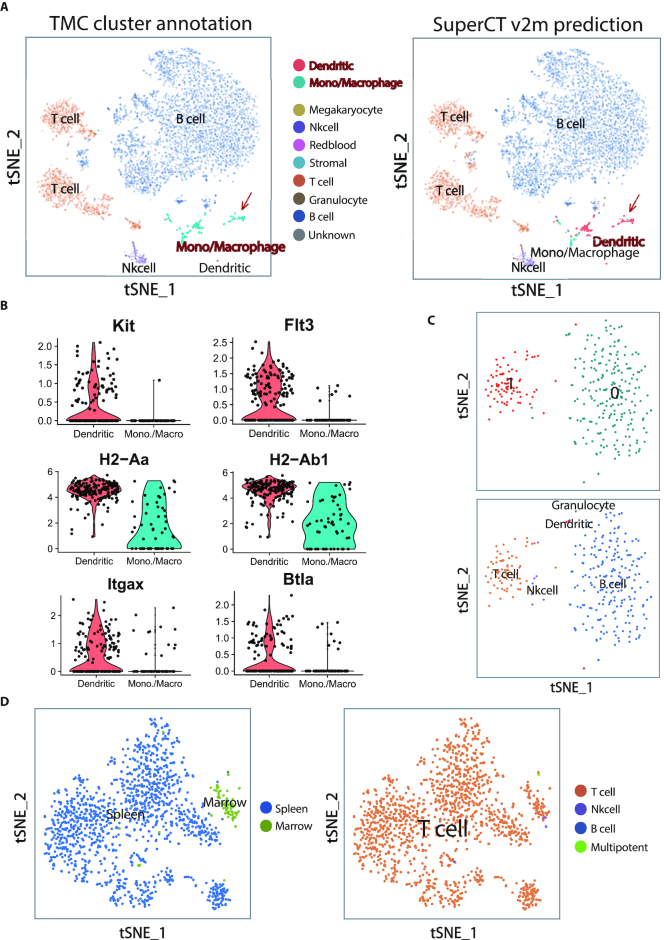
The outperformance of SuperCT over traditional UC-based methods. (**A**) Discordant cell labels by TMC and by SuperCT v2m predictions in spleen tissue: monocyte/macrophage versus dendritic cell. (**B**) The higher signal of dendritic cell signature genes suggests the SuperCT gives more convincing labels. (**C**) Down-sampling makes the minor cell populations lose the power to form discernable cluster but SuperCT can still characterize the cell type. (**D**) The separated clusters of the same cell types derived from batch difference can still be correctly characterized by SuperCT.

Using a 2.3 GHz CPU processor computer, the runtime of SuperCT training on 190k cells is ∼20 s per epoch. It usually takes less than 10 epochs to achieve convergent and concordant result, which means overall training time is less than 5 minutes. Using the same computational resources, SuperCT is able to characterize ∼10 000 single-cell expression profiles in <1 min, whose prediction efficiency is far superior to traditional UC-methods that requires a lot of interactive operation and domain knowledge as input.

### The initial, optimized and expanded models of SuperCT

We carefully examined the v1m validation results in reference to the original MCA cluster annotations using the confusion matrix across the defined cell types. The true cell-type calls go to the diagonal of the matrix. Other than the undefined seven cell types that go to ‘Unknown’ category, it is found that a few known cell types show lower concordance than the others (see confusion matrix in Supplementary Figure S1A). Low concordance suggests the unsatisfactory performance of discerning these specific known types in the v1m training, most of which were difficult to annotate at the first place because of many shared markers. Even though the erroneous labels in MCA will compromise the training effect, it was still difficult to correct the original annotation without additional information to reach the ground truth in such large scale of data as MCA. Besides, in a testing dataset from human PBMC (CITE-seq), we found that v1m prediction result is at low concordance (88.3%), which is yet to improve (Figure 3A). Other than the possible erroneous labels in the training dataset, the subtle discrepancy of the molecular signatures of immune cell types between mouse and human may also explain the low performance. Altogether, we believe the online optimization using higher confidence training data is necessary and can tackle the problem. Given the availability of the datasets for a few of these types from another public resource (16), we were able to input more human immune cells from the tissue with higher confidence on the identity of human immune cells (peripheral blood) and thus to enhance the feature learning. This one is called v1m-to-v1h upgrade.

**Figure 3.**
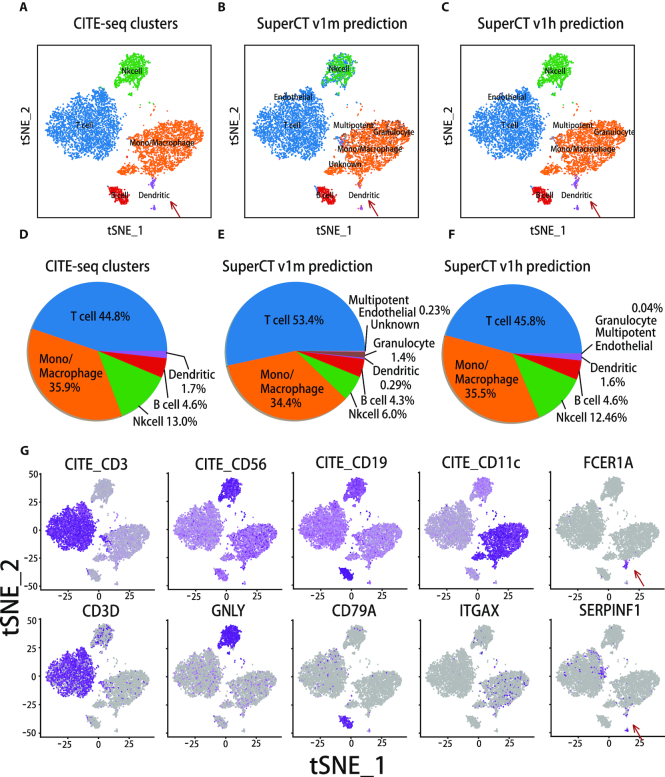
The upgraded predictions of CITE-seq human PBMC cells that are confirmed by the marker signals of both surface proteins and RNAs. (**A**) The original cluster labels on the tSNE layout of CITE-seq PBMC cells. (**B**) The predictions by SuperCT v1m. (**C**) The predictions by SuperCT v1h. (**D**) The fractions by the original CITE-seq PBMC cell types. (**E**) The fractions of the SuperCT v1m cell-type predictions. (**F**) The fractions of SuperCT v1h cell-type predictions. (**G**) The signal distributions of the canonical marker genes for the PBMC subpopulations that are concordant to the SuperCT predictions.

In the model upgrade, instead of redoing the entire MCA 190k dataset in combination with the new PBMC 9k dataset, we implemented a more efficient ‘online learning’ strategy in the v1m-to-v1h upgrade. In online learning, ‘Catastrophic Forgetting’ is a tendency of ANN that the new training could make the model lose the ‘memory’ of the old training. This issue has been also taken care of using a ‘review training’ mechanism. The details of both strategies are described in the Materials and Methods. We used the CITE-seq PBMC dataset whose background is similar to the feature enhancement training dataset to assess the outperformance of v1h over v1m whose result is shown in Figure 3 and explained later.

In the v1m-to-v2m upgrade, we specifically incorporated the ‘transfer learning’ strategy, which means some of the model parameters can be re-used in the new categorization tasks of the expanded reference catalog. It is believed such a strategy can improve the training efficiency by transfer knowledge from previous learning tasks (20). More details of implementation are given in the Materials and Methods. The high concordance (91.4%) between v2m predictions to the original TMC annotation shown in the following results suggests the success of transfer learning in cell-type characterization task.

The v1m-to-v2m upgrade is nontrivial because it demonstrates how to make the SuperCT characterize more cell types when more cell types of training datasets are available. For the 190k MCA dataset, SuperCT v1m achieves 97.3% (171 677 cells) of concordance to the original labels in the 30 ‘known’ type category (176 675 cells). SuperCT v2m achieves 96.6% (174 739 cells) of concordance in the 37 ‘known’ type category (180 888 cells). Although the concordance rate seems a little bit lower in the v2m, total 3,062 more cells’ identities were accurately revealed (from unknown to specific known type) in the same dataset by the v2m. Both v1m and v2m give 100% concordant result to the MCA cells in the ‘Unknown’ category. In the meantime, Sankey diagram (Figure 4A and C) shows this upgrade has limited influence on the characterization of other known types of v1m in the third party, which suggest the learning of the new cell types does not make the model ‘confused’ over the other ones. In conclusion, the v2m does accurately characterize more cell types, thus outperforms v1m.

**Figure 4.**
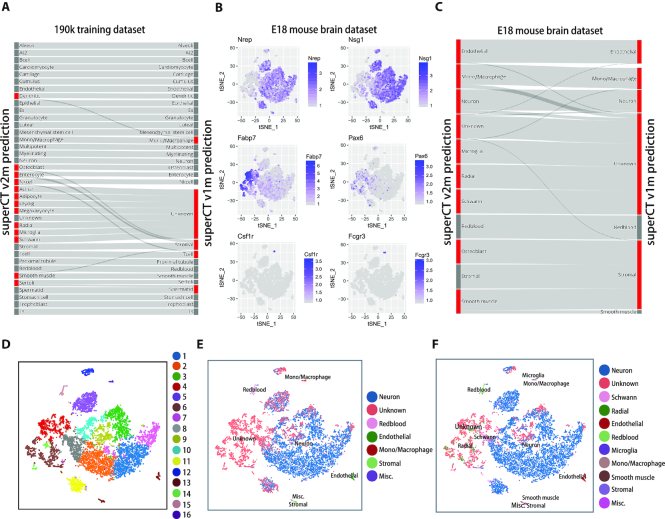
The assessment of the v1m-to-v2m upgrade by comparing the SuperCT predictions of different version in both 190k training dataset and E18 mouse brain dataset. (**A**) The Sankey diagram showing the upgrade of SuperCT v2m (left) labels from SuperCT v1m (right) in 190k training dataset. (**B**) The signal of the signature genes indicating the corresponding cell types of different clusters in E18 brain dataset. (**C**) The Sankey diagram showing the upgrade of SuperCT v2m (left) labels from SuperCT v1m (right) in the 9k E18 brain dataset. Most of the new cell types are from ‘unknown’ types. Some of the Microglia are from mono/macrophage type and some are from ‘unknown’ category. (**D**) Unsupervised clusters of 9k E18 brain dataset. (**E**) SuperCT v1m predictions of 9k E18 brain dataset. (**F**) SuperCT v2m predictions of 9k E18 brain dataset.

To ensure the robustness of the three versions of SuperCT algorithm and the reliability of the training datasets, we performed 10-fold cross-validations on the training datasets and the average ∼92% of concordances on the 10% hold-out testing datasets show the satisfactory outcomes (see detailed descriptions in Materials and Methods and in Supplementary Table S4).

To ensure the SuperCT accuracy that is not a result of over-fitting, we use 25,515 TMC cells independent of the training datasets for prediction. The corresponding cell-types in SuperCT v2m for TMC labels are linked and cross-compared in this dataset. Figure 1C shows the predictions of SuperCT v2m colored by the cell types, which share the same color-code as original TMC cluster annotation. The overall similar color scheme shows the high concordance. The concordance among the 37 known cell types is as high as 91.4%, which means SuperCT gives the overall accurate predictions. Moreover, the careful examination on the markers of some of these clusters indicates the SuperCT accuracy is even higher because TMC mislabeled some of the cells (result shown in the next section). Supplementary Figure S1D shows the concordance of predictions for each to the 37 types.

### SuperCT solves the limitations of unsupervised clustering methods

We demonstrate that SuperCT overcomes the three challenges that are commonly seen when unsupervised clustering is performed.

Challenge A: the unexpected cell type can be easily mislabeled to the similar one due to the lack of familiarity of the specific markers. Figure 2A shows some of the TMC macrophage cells in a mouse spleen are labeled as dendritic cells by SuperCT. Figure 2B shows the signal distribution of the genes over two cell types predicted by SuperCT, which suggest SuperCT most likely gives the correct answer on them. These dendritic-cell markers were probably not examined by the TMC investigators.

Challenge B: Small number of cells of a certain type won’t be easily characterized by UC. Figure 2C shows two putative clusters defined by the default Seurat unsupervised clustering parameters after down-sampling of the same spleen tissue dataset (randomly selected 300 from 6113 cells). We compared the original TMC labels, SuperCT predictions, and the UC result. The tSNE layout shows the distribution of the minor cell type identified in the original dataset (*n* = 6113, shown as Figure 2A) cannot form an obvious cluster in the down-sampled dataset (*n* = 300, shown as Figure 2C) that makes the minor cell population very hard to discern. Nonetheless, the SuperCT can still accurately characterize the small-population cell types that are concordant to the TMC labels defined before downsizing, no matter how small the cell count is or how the tSNE layout looks like.

Challenge C: Figure 2D shows the tSNE layout of the T cells (originally defined by TMC) extracted from two immune tissues, spleen (sample id: P7_6, *n* = 1353) and bone marrow (sample id: P7_2, *n* = 90). The biological and/or technical variability leads to observable cluster separations in two tissues (Figure 2D, left panel). The SuperCT gives 1435 T cells predictions (99.4% concordance) with lease impact of the cluster separation (Figure 2D, right panel). Nonetheless, the technical or the biological difference that drives the cluster separation needs to be figured out.

In summary, the SuperCT prediction is independent of the result of clustering or human interpretation. Neither insufficiency of cells nor batch effect impedes the accurate characterization of the cell types.

### Cell-type-specific signature genes defined by SuperCT

As we know, each cell type has multiple signature genes that dictate its function and reveal its identity. Although SuperCT did the classification work in a ‘blackbox’, we were still able to uncover the signature genes by ranking the information gain of each gene's presence/absence in discerning a cell type from the other types (More details are given in the Materials and Methods). The top 50 genes for each of 37 cell types are shown as examples in the Supplementary Table S2. These top-rank genes provide the clue to explore the unique molecular features that underlie the v2m 37-cell-type categorization. Some of the top-rank genes, such as CD3D for T cells, CD79A for B cells, KDR for endothelial etc., are very familiar to us, though many others have never been reported previously which provides the new insights into these cell types.

### SuperCT predictions on CITE-seq dataset

For the CITE-seq CBMC dataset, Figure 3A–C shows the layout of four predominant clusters, one minor population hidden at the lower corner (classical dendritic cells) and one minor segregated cluster (plasmacytoid dendritic cells). The original paper defined these five cell clusters based on their surface marker signals and the signature RNA signals. Figure 3B shows the characterizations by SuperCT v1m. The overall concordance is 88.3%. Figure 3C shows the characterizations by SuperCT v1h. The overall concordance is 98.5%. Supplementary Figure S1e gives the details of the concordance of each predicted cell type on v1h. Figure 3D–F shows the percentage of the annotated cell types. Figure 3G shows more details of the marker signal of both surface proteins (top row) and RNA transcripts (bottom row) for the five cell types. The result suggests v1h gives the predictions with higher concordance than v1m in CITE-seq PBMC dataset.

### SuperCT predictions on E18 mouse brain dataset

In order to specifically validate the expandability of this SuperCT framework, we carefully examined the change of the prediction result before and after the model upgrade in MCA training dataset and E18 mouse brain dataset. For the 190k training dataset, the Sankey diagram, Figure 4A shows that the seven new cell types defined by v2m were mainly derived from the ‘unknown’ types as defined by v1m. In E18 mouse brain dataset, three out of seven additional cell types, (Radial glia, Microglia, and Schwann cells) in v2m which are nervous-system-related were anticipated in the mouse brain tissue. The Sankey diagram for this dataset, shown in Figure 4C, provides the details on how the SuperCT v2m have learned the three new cell types from the ‘unknown’ classes or the similar cell types (microglia versus mono./macrophage) from v1m. This result suggests, by increasing the output nodes of ANN model and including sufficient new training cells, SuperCT is able to predict more specific cell types. Interestingly, v1m made an ‘excusable’ mistake by taking microglia cells as monocyte/macrophages (Figure 4A, C and E). This ‘mistake’ can be explained by the similar roles of microglia to the nervous system as the macrophage to the other part of a mammalian body. Figure 4B and Supplementary Table S2 also shows multiple genes, such as colony-stimulating factor receptor (CSF1R) and Fc fragment of IgG receptor (FCGR3A), are shared by mono./macrophage and microglia cells. Figure 4E and F shows the tSNE layout of the predicted cell types by v1m to v2m, suggesting the successful evolution of the model predictions from unknown to specific cell types that gradually uncover the role of the unsupervised cell clusters in the Figure 4D.

### SuperCT predictions on the KPC mouse tumor dataset

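Single cells from 2 tumors of the KPC mouse, 1 of medium size and 1 of large size, were captured with the 10x Genomics Chromium 3′ chemistry. In this genetic model, alleles switched on by Cre recombinase in pancreatic cells lead to pancreatic ductal adenocarcinoma. The authors aligned the reads and counted unique molecular identifiers (UMIs), each standing for a captured mRNA molecule, per gene and cell barcode with CellRanger, and deposited the counts without normalization. The paper's text names neither the CellRanger version nor the genome build. The paper used the medium-size tumor, so the values given beside its conclusions come from that tumor. The labels list 4 technical replicates of each tumor, which are pooled in 1 count table per tumor and are not told apart by the barcodes, so each tumor counts as 1 sample. The table of the medium-size tumor holds 2812 cell barcodes and 20301669 UMIs over 27775 gene rows, with a median of 5456.5 UMIs per cell (range 2704 to 47440) and a median of 1999.5 detected genes per cell. The table of the large-size tumor holds 1533 cell barcodes and 2239012 UMIs, with a median of 1037 UMIs per cell (range 529 to 11294) and a median of 568 detected genes. The 13 mitochondrial protein genes are listed with 0 UMIs in every cell of both tables, so a filter on their share removes no cell. No cell was filtered out for the values given here, and no doublet was removed, since Scrublet, which scores each cell against simulated pairs of cells, called 0 of the 2812 cells. SuperCT and Monocle 2 were not run here. Clusters were named from lists of marker genes instead of by SuperCT, and the pseudo-temporal ordering came from a re-implementation of DDRTree, the tree-learning method inside Monocle 2. Expression over a group of cells was summed and given as CPM, the number of UMIs out of 1000000 UMIs of that group. With 1 tumor of each size there is no replicate error, and cells of 1 tumor are not replicates, so no test and no P-value was computed. Shares carry exact 95% binomial intervals and sums carry exact 95% Poisson intervals, which cover counting error only.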

At last, we summarize the SuperCT result of a pancreatic ductal adenocarcinoma dataset derived from KPC mouse (mPDAC, dataset #3). Figure 5A shows Seurat FindClusters function yielded 12 putative cell clusters while SuperCT characterized total 17 cell types (Figure 5C). 

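With log normalization to 10000 UMIs per cell, 2000 variable genes, the top 10 principal components and the default resolution of 0.8, FindClusters divided the 2812 cells into 14 clusters of 39 to 452 cells. The setting that moved this number most, by ratio, was a resolution of 0.4, with 10 clusters. A resolution of 1.2 gave 18 clusters, 20 principal components gave 12, and variable genes chosen by the mean.var.plot method gave 15. Removing cells with under 500 genes removed no cell and left 14 clusters. A cluster took the name of a class when at least 3 markers of that class were detected in at least 10% of its cells at no less than 25% of their level in the highest cluster, and when no other class reached 60% of its own markers. By this rule, whose thresholds were set after the markers' values had been seen, 13 of the 14 clusters were named and fell into 5 classes, epithelial-like, monocyte/macrophage-like, stromal-like, mesothelial-like and endothelial-like. The remaining cluster, of 64 cells, had 10 of 11 epithelial markers and 8 of 11 monocyte/macrophage markers and stayed unnamed. When each cell was instead given the class with the highest share of its markers detected, the cells of this tumor fell into 10 classes.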

We were particularly interested in the primary epithelial tumor cells, which had been assigned to ‘Epithelial’ type by SuperCT v2m (Figures 4C and 5B). 

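In the medium-size tumor, 8 of the 14 clusters were epithelial-like and together held 2330 of the 2812 cells, a share of 82.9% (exact 95% binomial interval 81.4% to 84.2%). The markers behind this name were Krt8, Krt18, Krt7, Cldn3, Cldn4, Cldn7, Cdh1, Elf3, Tspan8, Spint2 and Muc1. In 7 of these clusters, 8 to 10 of the 11 markers were detected by the rule given for naming. In cluster 7, with 229 cells, only 3 of the 11 were, so its name is the least certain. The share moved most at a resolution of 1.2, where 2105 cells (74.9%) were epithelial-like and 287 cells were in unnamed clusters. Called cell by cell, 2358 cells (83.9%) were epithelial-like.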

We then perform the *in silico* ‘sorting’ of the predicted 1940 epithelial tumor cells. The typical mPDAC markers, e.g. EPCAM, cytokeratin 19, CD133 etc., were indeed enriched in these cells, validating the tumor cell identity (Supplementary Figure S3). 

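Epcam encodes EPCAM, Krt19 encodes cytokeratin 19 and Prom1 encodes CD133. In the GENCODE M21 annotation of GRCm38 they lie on chromosome 17 from 87635979 to 87651129, on chromosome 11 from 100140810 to 100148665 and on chromosome 5 from 43993620 to 44102032. None of them was among the markers that named the clusters. Epcam was at 1091 CPM (exact 95% Poisson interval 1076 to 1107) in the 2330 epithelial-like cells of the medium-size tumor and at 329 CPM (306 to 354) in the 482 other cells, a ratio of 3.31 (3.08 to 3.57). Krt19 was at 1722 CPM (1703 to 1741) and 400 CPM (374 to 428), a ratio of 4.30 (4.02 to 4.60). Prom1 rested on fewer molecules, with 1269 UMIs in the epithelial-like cells and 54 in the others, and was at 70.2 CPM (66.4 to 74.1) and 24.4 CPM (18.3 to 31.8), a ratio of 2.88 (2.19 to 3.85). All of these ratios stayed above 1 under every setting tried. They moved most when cells were classed one by one or the cells with the highest 5% of Scrublet scores were left out, the latter chosen after seeing the data, and the highest values were 7.49 for Epcam, 8.57 for Krt19 and 7.63 for Prom1. With Epcam, Krt19, Prom1 and the EMT genes left out of the clustering, they were 3.24, 4.16 and 2.90. At least 1 UMI of Epcam was seen in 79.1% of the epithelial-like cells and in 33.4% of the others, of Krt19 in 90.6% and 45.0%, and of Prom1 in 30.1% and 7.26%. The epithelial-like cells were deeper, with a median of 5978.5 UMIs against 3859.5. After every cell was thinned to 2500 UMIs, which left out no cell, the shares were 67.7% and 26.8% for Epcam, 82.6% and 34.6% for Krt19, and 15.7% and 4.77% for Prom1. Free RNA in the droplets adds UMIs to cells that do not express a gene. In the monocyte/macrophage-like cells, with a median of 3516 UMIs, the thinned shares were 15.5% for Epcam, 17.2% for Krt19 and 0.840% for Prom1, below those of the epithelial-like cells. The 64 cells of the unnamed cluster count among the other cells and held Epcam at 1061 CPM, close to the epithelial-like level. From the enrichment of these markers in the cells that SuperCT predicted to be epithelial, the paper concludes that those cells are the tumor cells.

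**Figure D1:**
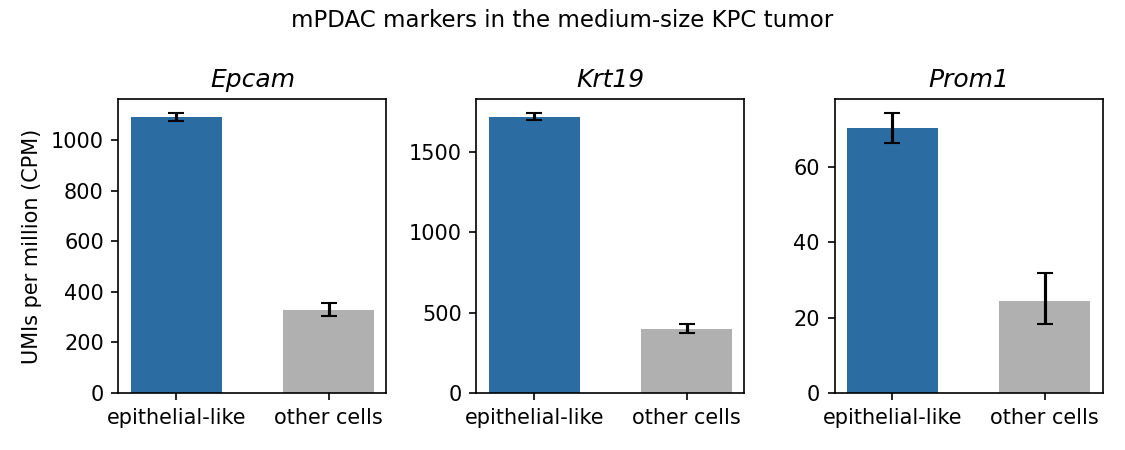
UMIs out of 1000000 (CPM) of Epcam, Krt19 and Prom1 summed over the epithelial-like cells (blue bars) and over all other cells (grey bars) of the medium-size KPC tumor. Error bars are exact 95% Poisson intervals and cover counting error only. The epithelial-like bar is the higher in each panel, at 1091, 1722 and 70.2 CPM.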

With the cell identity information brought by SuperCT v2m, we were able to further explore whether any dynamic change of the molecular signals could be observed in the predicted epithelial tumor lineage. The pseudo-temporal analysis was performed on these ‘sorted’ tumor cells using Monocle 2 method (21). A tumor progression trajectory was thus derived. 

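The 2330 epithelial-like cells were ordered on a tree learned in 2 dimensions from 1000 variable genes. Pseudotime is the path length along this tree and has no unit. It was counted from the end of the longest path whose cells had the higher mean of the epithelial markers, so its direction follows from that rule and not from a time measured in the tumor. It ran from 0 to 16.0, with 12.6% of the cells at the lowest value and 15.5% at the highest. Cells of cluster 8 had a median pseudotime of 0 and cells of cluster 3 of 1.08, while cells of cluster 7 had a median of 16.0. Cells of cluster 6, which had 10 of the 11 epithelial markers, were also near the high end, with a median of 15.7. Depth rose along the ordering, with a Spearman rho of 0.196 between UMIs per cell and pseudotime over cells. The 777 cells lowest in the ordering had a median of 5115 UMIs and the 776 cells highest in it a median of 7002.5. An ordering by diffusion pseudotime from the same root had a rho of 0.917 with this one, and the first principal component had a rho of 0.918. The ordering moved most when cluster 7 was left out, an alternative chosen after seeing the data, where the rule for the root picked the opposite end and the rho with the first ordering was -0.865 over the 2101 remaining cells. Leaving out cluster 3 instead, also chosen after seeing the data, did the same, with a rho of -0.803 over 2031 cells.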

The order information of the tumor cells in the inferred trajectory was utilized to perform the regression analysis in order to reveal the relationships between the tumor progression and the gene expression change. 

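A straight line was fitted to each gene's counts over pseudotime in the 2330 epithelial-like cells of the medium-size tumor, for the 10676 genes with at least 50 UMIs there. With counts scaled to each cell's depth, 5999 genes (56.2%) had a rising slope. With raw UMI counts the number was 8634 (80.9%), the largest move under any setting tried. Among the 2528 genes with at least 1000 UMIs, those with the highest Spearman rho along the ordering were Lgals1 (0.713), Igfbp4 (0.633), Vim (0.628), Igfbp7 (0.606) and Msn (0.598). The lowest were Pglyrp1 (-0.750), Gsta4 (-0.716), Dmbt1 (-0.691), Ly6d (-0.634), which is also a listed B cell marker, and Gsta3 (-0.632). Such genes shape the ordering, so their rank describes it, and its direction depends on clusters 7 and 3, since rho for Vim was -0.498 without cluster 7 and -0.388 without cluster 3. The paper's own coefficients were read from the first 1999 of the 8109 rows of Table S5, which follow the order of genes in the genome. Of these, 1776 (88.8%) are positive. For the 1993 of these genes that name 1 row of the count table, the UMI total over the epithelial-like cells was a median of 1.01 times the paper's total, and 90.6% of the totals lay within 5% of the paper's. Over all 2812 cells the median was 1.12 times the paper's total. The sign of the paper's coefficient was that of the slope on raw UMI counts for 99.9% of the genes and that of the slope on depth-scaled counts for 83.9%. For Vim, the paper gives a coefficient of 0.587 with 14276 UMIs in 1454 positive cells. The slope here was 0.827 on raw counts and 0.545 on depth-scaled counts, with 14792 UMIs in 1467 positive cells.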

Supplementary Table S5 shows a list of genes that give significant *P*-values for the regression coefficient. (See details in the Materials and Methods). 

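The genes plotted in Figure 5E are Cdh2 (N-cadherin), Twist1, Loxl2, Ctgf, Tgfb1, Vim, Wnt5a and Zeb1, and all 8 of them rose along the ordering of the epithelial-like cells. Vim (chromosome 2 of GRCm38, 13573927 to 13582826) rose from 123 CPM (exact 95% Poisson interval 113 to 133) in the 777 cells lowest in the ordering to 1274 CPM (1248 to 1300) in the 776 highest. Cdh2 (chromosome 18, 16588877 to 16809246) rose from 5.82 CPM (3.87 to 8.41) to 63.4 CPM (57.7 to 69.5), with a Spearman rho over cells of 0.393. Loxl2 (chromosome 14, 69609068 to 69695834) rose from 2.70 CPM (1.44 to 4.62) to 29.4 CPM (25.6 to 33.6), with a rho of 0.281. Twist1 (chromosome 12, 33957671 to 33959829) was seen in few molecules, with 7 UMIs in the lowest cells and 52 in the highest, and went from 1.46 CPM (0.585 to 3.00) to 7.25 CPM (5.41 to 9.50), with a rho of 0.122. Zeb1 rose from 3.74 to 36.2 CPM (rho 0.290), Wnt5a from 1.25 to 11.8 CPM (rho 0.188), Tgfb1 from 34.5 to 129 CPM (rho 0.380) and Ctgf, which the annotation lists as Ccn2, from 132 to 279 CPM (rho 0.278). The Poisson intervals of the lowest and highest cells were apart for each of the 8 genes. CPM is a share of all UMIs of a group, so the greater depth of the highest cells does not raise it. The tumor cell markers went the other way, with a rho of -0.507 for Epcam, -0.504 for Krt19 and -0.460 for Prom1, a direction that the rule for the root favours. All 8 still rose with the 8 genes left out when the cells were ordered, with cells thinned to 2500 UMIs and with raw counts. They also rose with diffusion pseudotime and with the first principal component. In the thinned cells every rho was lower, such as 0.267 for Cdh2, 0.176 for Loxl2, 0.162 for Zeb1 and 0.0717 for Twist1. The direction depended on which clusters were ordered. Cluster 7 mattered, whose epithelial-like name rests on 3 markers and which made up 28.4% of the highest cells. Without it, an alternative chosen after seeing the data, the root moved to the opposite end of the path and 0 of the 8 genes rose, with a rho of -0.233 for Cdh2, -0.0897 for Twist1 and -0.161 for Loxl2, and Epcam, Krt19 and Prom1 changed sign as well. The same happened without cluster 3, which is led by Ly6d and other genes that are not epithelial markers of the list, with a rho of -0.310 for Cdh2, -0.0609 for Twist1 and -0.194 for Loxl2. Which end is early is therefore not settled by these data.

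**Figure D2:**
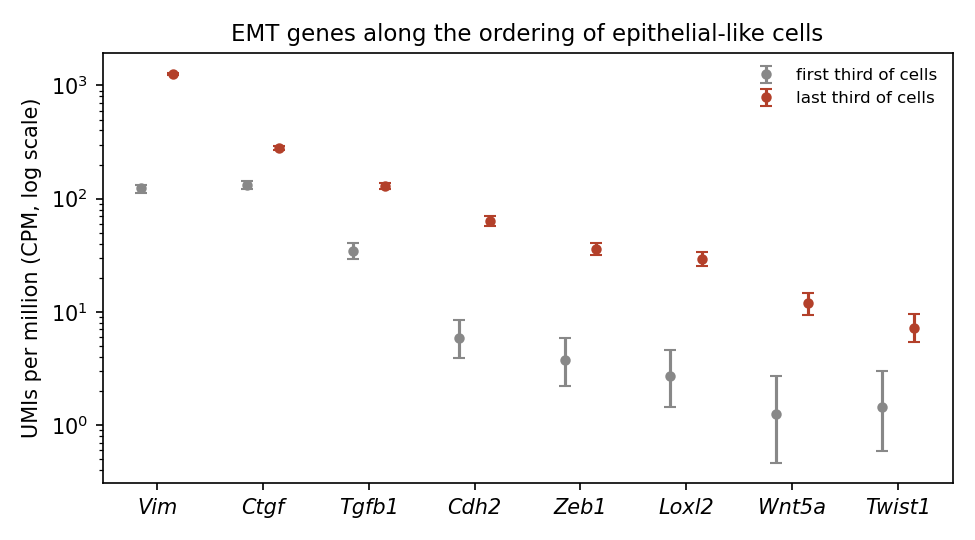
UMIs out of 1000000 (CPM, log axis) of the 8 genes of Figure 5E in the 777 epithelial-like cells lowest in the ordering (grey points) and the 776 highest (red points). Error bars are exact 95% Poisson intervals and cover counting error only. The red point lies above the grey one for every gene, from Vim (123 and 1274 CPM) to Twist1 (1.46 and 7.25 CPM).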

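Outside the epithelial-like population, clusters 9 (197 cells) and 13 (41 cells) of the medium-size tumor were monocyte/macrophage-like, each with 11 of the 11 markers of that class. The leading genes of cluster 13 were Cd74, H2-Aa, H2-Ab1 and H2-Eb1 together with the macrophage markers C1qa, C1qb and C1qc. CD74 and HLA genes of the same kind lead the dendritic list of Table S2, so this name is less certain than that of cluster 9, although none of the dendritic markers listed for naming was detected in cluster 13 by the rule. Cluster 14 (39 cells) was endothelial-like, with 11 of 11 endothelial markers. Cluster 11 (67 cells) was stromal-like, with 9 of 10 fibroblast markers and 3 of 7 markers of smooth muscle and pericytes. Cluster 10 (74 cells) had 6 of 6 mesothelial markers, such as Upk3b and Nkain4, together with 5 of 10 fibroblast markers, and was named mesothelial-like. The cluster numbers are those of the clustering made here and do not correspond to the numbers in Figure 5A.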

A number of the correlated genes, such as N-cadherin, Twist1, Loxl2 etc., that are involved to the epithelial-mesenchymal-transition (EMT) were identified. (shown in Figure 5E) Other than the epithelial tumor population we have extensively discussed as above, the clusters C4+C11, C9+C10 and C12 defined by Seurat FinderClusters function are corresponding to the SuperCT predictions of monocyte/macrophage, stromal and endothelial cells (Figure 5A and B). In here, SuperCT gives explicit interpretation on these clusters.

**Figure 5.**
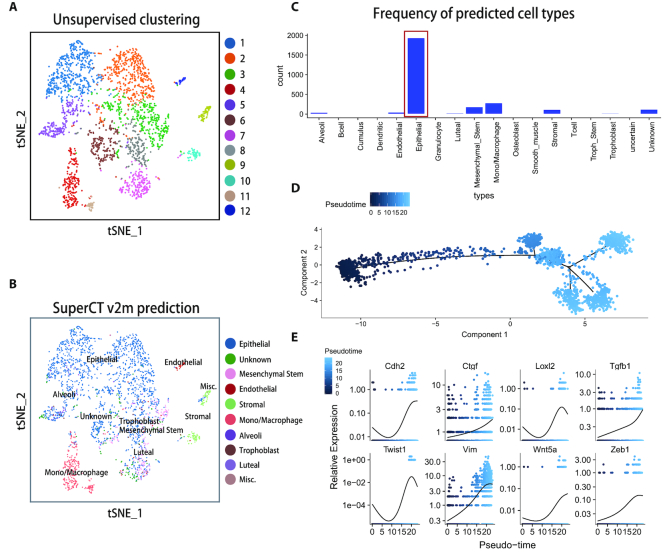
De-convolution of the signal of the constituent populations of mouse pancreatic tumor tissue. (**A**) The unsupervised cell clusters of the mPDAC tissue defined by Seurat FindClusters function. (**B**) The predicted cell types of the mPDAC tissue. The minor types with less than five cells are not shown in color legend. (**C**) The fractions for the cells of the predicted cell types in mPDAC. The epithelial tumor cells in the red box are sorted out for the downstream analyses. (**D**) the pseudo-temporal trajectory of the tumor progression based on sorted tumor cells plotted by Monocle 2. (**E**) The EMT genes display up-regulations and correlate to the tumor progression.

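By cluster, the monocyte/macrophage-like cells of the medium-size tumor made up 8.46% of the 2812 cells (238 cells, exact 95% binomial interval 7.46% to 9.55%). Stromal-like cells made up 2.38% (1.85% to 3.02%), mesothelial-like cells 2.63% (2.07% to 3.29%) and endothelial-like cells 1.39% (0.988% to 1.89%), and 2.28% of the cells were in the unnamed cluster. The smallest classes depended on the clustering. With 20 principal components, and at a resolution of 0.4, 0 cells were in a stromal-like cluster, and the share of cells in unnamed clusters was 6.69% and 5.01%. At a resolution of 0.4 the monocyte/macrophage-like share was 10.7%. The endothelial-like share stayed between 1.00% and 1.46% under the settings tried.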

### Miscellaneous

In comparison between UC cluster and SC predictions, it is found many of the unsupervised clusters determined by multiple top principal components (distance metric implemented in Seurat) can be explained by SuperCT predictions, which suggests the subpopulations segregated in the high dimensional space could correlate to the previously defined cell types. 

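For the mPDAC tissue, the names of clusters were compared with the class of each cell called from its own markers, which uses no clusters. Of the 2330 cells in epithelial-like clusters, 2288 (98.2%, exact 95% binomial interval 97.6% to 98.7%) were epithelial by their own markers. Of the 238 cells in monocyte/macrophage-like clusters, 234 (98.3%, 95.8% to 99.5%) were called the same way. The smaller clusters were more mixed, with 52 of 67 cells (77.6%, 65.8% to 86.9%) in the stromal-like cluster, 27 of 39 (69.2%, 52.4% to 83.0%) in the endothelial-like cluster and 38 of 74 (51.4%, 39.4% to 63.1%) in the mesothelial-like cluster. In the unnamed cluster, 39 of the 64 cells were called epithelial and 17 monocyte/macrophage. Both ways of naming use the same marker lists, so they are not independent of each other.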

Even though some of the clusters might need to be further explored (Supplementary Figures S2, S3D–F, S4A, and B).

It is also notable, the MCA dataset was generated on the Microwell-seq platform and the 4.2k PBMC dataset was generated on the Chromium scRNA-seq platform (10× Genomics). Three testing datasets are generated on the platforms of CITE-seq, and Chromium scRNA-seq platforms, respectively. All these platforms produce the typical digital expression matrices based on UMI counts. Moreover, CITE-seq PBMC dataset was generated from human tissue whereas the MCA, E18 brain and mPDAC datasets were generated from mouse tissues. The reliable results suggest the compatibility of SuperCT framework is not only across different scRNA-seq platform but also across different mammalian species, though the online optimization like v1m-to-v1h upgrade would benefit the application of the specific scenario.

## DISCUSSION

In this study, using training and independent testing datasets, we have demonstrated the superior performance of the supervised-learning-based classifiers in the characterization of the previously defined cell types in the heterogeneous tissue samples. This is the first scRNA-seq analytical framework that is independent of unsuperversied clustering. With least requirement of the expertise or the bioinformatics skillset from the individual user, the SuperCT classifier delivers accurate cell types information for thousands of single-cells in just a few minutes.

A classifier with good performance is not built overnight. Neither is it a one-size-fit-all model. It is actually the growing human knowledge that drives the machine learning, which means a continual learning mechanism of this framework should be designed at the very beginning. This is also a big advantage of SuperCT framework over the other existing solutions. The two successful upgrades described in this paper have proved that the online-learning and the transfer-learning algorithm make the model evolution not only possible but also efficient.

Before the human cell atlas data is generated and released, we don’t have the comprehensive training dataset resources to cover too many human cell types. In this study, we have found that the SC model trained from the mouse cell types is also applicable to human cells in most of the predictions. This is not a surprising result because human and mouse do share many homologous genes and they contribute to the similar functional cells with the overall similar molecular signatures. It is believed that a general model trained from a typical mammalian species should be applicable to another mammalian species. This finding will expand the scope of the application when the training data is in short for a certain species. Nonetheless, it is intuitively believed that the cell-type classifier should work better when the training data is from the same background.

Supervised and unsupervised methods play the complementary roles in the growing findings facilitated by machine learning. The classification results from both methods in the analyses of scRNA-seq data can be the cross-reference to each other. As it has been observed, many of the cell grouping defined by UC can be validated by SC. The cell grouping by SC takes the full advantage of the *a priori* learning that makes the cell type prediction less subjective but more efficient. The UC cell grouping is driven by the current data, whose new information could lead to the new findings. Three possible scenarios in UC and SC comparison should be further explored in order to achieve new findings. (i) The cells form segregated clusters by a UC method with cluster-specific molecular features but SC characterization may give only one cell-type. (ii) There is an obvious cluster, which may be categorized as ‘unknown’ by SC. (iii) There is a cell type that is characterized in the tissue that may ‘not make any sense’, such as the ‘monocytes’ were found in mouse brain by SuperCT v1m.

## DATA AVAILABILITY

The web app for different versions of SuperCT can be accessible from the following URL. https://sct.lifegen.com/. The accession number for the KPC mouse PDAC tumor data shown in this paper is NCBI GEO: GSE126388. Sample Y00029 is what has been used in this paper.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: SuperCT: a supervised-learning framework for enhanced characterization of single-cell transcriptomic profiles
**Source:** Nucleic Acids Res. 2019 Feb 25;47(8):e48. doi: 10.1093/nar/gkz116
**Supplement:** Supplementary Data

Supplementary Table 1:

The mapping between TMC annotation and SuperCT cell types.

Supplementary Table 2:

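Table S2 gives 1 list per cell type, of 50 genes each. In the lists of the first 10 cell types, each gene has its information gain, which measures how far knowing that the gene is present or absent in a cell narrows down whether the cell is of that type, an odds ratio, and a positive and a negative ratio that sum to 1. Since SuperCT takes in only whether a gene is present or absent, the ranking uses presence and not the level of expression. The paper's first genes are KDR, EGFL7, ESAM, PLVAP and ENG for endothelial cells and LY6D, CD79A, CD79B, MZB1 and CD74 for B cells. The gene names are those of the human genes, since the model's inputs are genes shared between mouse and human.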

The top 50 signature genes with the most information gain in discerning each cell type by SuperCT v2m.

Supplementary Table 3:

The cell types and the MCA dataset for 190k cells used in the SuperCT model training.

Supplementary Table 4:

The concordance indices of the 10 fold cross-validation for the three versions of model and their training datasets.

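Table S4 lists, for each version of the model, the share of held-out cells whose predicted type equals their training label in each of 10 subsets. The mean of the paper's values over the 10 subsets is 91.9% ± 0.235 (SD) for v1m, 92.0% ± 0.253 for v1h and 92.3% ± 0.251 for v2m. The ranges overlap, since the highest subset of v1m is at 92.4% and the lowest of v2m at 91.7%. Each subset is held out from a model trained on the others, so the subsets share training cells and their SD is not the error between independent datasets.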

Supplementary Table 5:

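Each row of Table S5 is a gene, with the P-value and the coefficient of a linear model of its expression on pseudotime in the sorted tumor cells of the medium-size KPC tumor, its total UMIs and the number of cells with at least 1 UMI. The coefficient is the change in expression per unit of pseudotime, so its size depends on how abundant the gene is and on the scale of the ordering. In the part of the table used here, the highest of the paper's P-values is 0.00995. The P-value treats each cell as an observation, and the cells are those of 1 tumor. Genes of the table that the count table names only once had UMI totals that exceeded the total of the medium-size tumor for 0 genes and the total of the large-size tumor for 1982 genes.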

The genes that significantly correlate to the tumor progression.

Supplementary Fig. 1

The confusion matrices of SuperCT predictions over original MCA, TMC and CITE-seq CBMC cell-type annotation.

Supplementary Fig. 2

Unsupervised clusters and the v1h predictions on CITE-seq dataset.

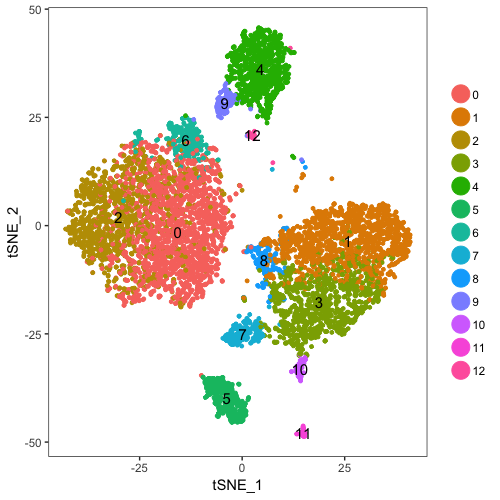

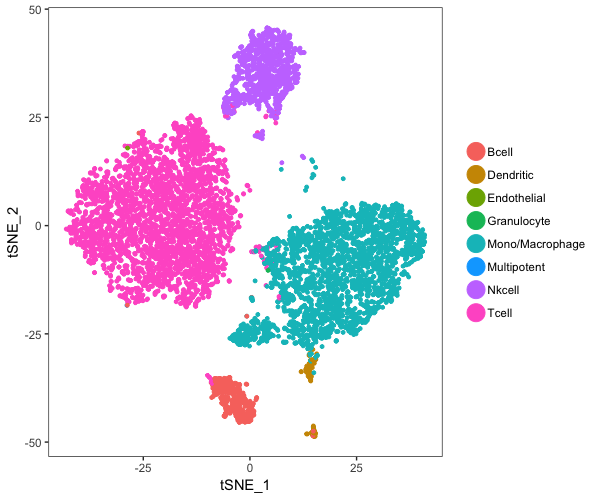

Supplementary Fig. 3

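Signature genes that the paper names elsewhere were summed over the classes of the medium-size tumor. Csf1r, Fcgr3 and Kdr were among the markers that named the clusters, so their levels follow in part from the naming. Csf1r was at 264 CPM (exact 95% Poisson interval 232 to 299) in the monocyte/macrophage-like cells and 7.96 CPM (6.71 to 9.37) in the epithelial-like cells. Fcgr3, which together with Fcgr4 was taken as the mouse counterpart of FCGR3A, was at 1167 CPM (1098 to 1238) and 12.3 CPM (10.8 to 14.1). Fcgr4, which named no cluster, was at 130 CPM (108 to 156) and 1.66 CPM (1.12 to 2.37). Fcgr4 was seen in 29.4% of the monocyte/macrophage-like cells and in 1.16% of the epithelial-like cells. After thinning to 2500 UMIs these shares were 19.3% and 0.343%. The latter share does not separate background from free RNA from misplaced cells. By their own markers, 11 of the 2330 epithelial-like cells were called monocyte/macrophage. Kdr was at 214 CPM (159 to 280) in the 39 endothelial-like cells, which rests on 52 UMIs, and at 0.940 CPM in the epithelial-like cells, which rests on 17 UMIs. Cd3d, a T cell gene, had 9 UMIs and Cd79a, a B cell gene, had 13 UMIs in all 2812 cells, and no cluster was named for T or B cells.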

The signal distribution of the signature genes for the predominant cell types in mouse PDAC sample.

How the deposited data were processed for this re-analysis (not part of the article)

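The data are single-cell RNA counts from 2 tumors of KPC mice, 1 of medium size, which the paper used, and 1 of large size, which the paper did not report on. Each tumor has 4 technical replicates in the labels, pooled in 1 table, so the comparison of sizes rests on 1 sample each. The authors aligned the reads and made the tables of UMI counts per gene and cell barcode with CellRanger, and the deposited counts are whole numbers without normalization. The version of CellRanger, the genome build, the annotation and the way cell barcodes were told from empty droplets are not named in the paper's text. The tables list genes by symbol, and 39 symbols name more than 1 row, which were kept apart. The labels name no separate file for each technical replicate, and each table was matched to its tumor by the library name in the labels. The 13 mitochondrial protein genes are listed at 0 UMIs in both tables.

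The medium-size tumor has 20301669 UMIs in 2812 cells and the large-size tumor 2239012 UMIs in 1533 cells, so values of the large-size tumor are less precise. A count of 0 is given with the limit that 3 counts allow, which is 0.148 CPM over all cells of the medium-size tumor and 1.34 CPM over those of the large-size tumor. Intervals are exact binomial for shares and exact Poisson for sums, at the 95% level, and cover counting error only. No p-value was computed between cells or tumors, and the genes at 0 in the large-size tumor were only set against the number that Poisson chance would give.

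Clustering used Seurat 5.3.0 in R 4.3.3 on all barcodes, each tumor on its own, with log normalization to 10000, 2000 variable genes by the vst method, 10 principal components and a resolution of 0.8. The paper states the top 10 components and otherwise default parameters. The cells were scored for doublets with Scrublet, run through scanpy 1.11.5, which called 0 cells in the medium-size tumor and 9 cells (0.587%) in the large-size tumor, and no cell was removed. Clusters were named from marker lists fixed in advance, for epithelial, monocyte/macrophage, granulocyte, dendritic, T, NK, B, stromal (fibroblast), endothelial, smooth muscle and pericyte, acinar, endocrine, red blood, mast and mesothelial cells. Epcam, Krt19 and Prom1 were kept out of these lists. No cluster of either tumor took its name from the lists other than epithelial, monocyte/macrophage, stromal, endothelial and mesothelial. The thresholds for a marker (10% of the cells of a cluster, 25% of the level in the highest cluster), the 3 markers needed and the 60% of another class's markers that leave a cluster unnamed were set after the markers' values had been seen. Leading genes of a cluster are the 10 with the largest ratio to all other cells, with 10 CPM added to both, among genes seen in at least 25% of the cluster's cells. A list of 16 genes of intestinal epithelium was written after the leading genes of the clusters had been seen.

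The ordering of the epithelial-like cells was computed with a re-implementation of DDRTree in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1), since Monocle 2 was not run. It used 1000 variable genes, 2 dimensions and the longest path of the tree, with the root at the end whose cells had the higher mean of the epithelial markers. Genes were described by the least-squares slope of depth-scaled counts on pseudotime, by Spearman's rho over cells and by the CPM of the cells lowest and highest in the ordering. The steps were tested on simulated data. On simulated cells along a line, the ordering had a rho of 0.991 with the true order. That simulation had no branches or clusters of cells and took its root from the true order, so it did not test the direction. Of 200 genes simulated to change among 10676, 100% had the right sign of slope. Of the genes simulated without change, 49.9% rose with depth-scaled counts and 98.3% rose with raw UMI counts, because depth rises along the ordering.

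Between tumors, UMIs were summed over the epithelial-like cells and over all cells, for genes with at least 200 UMIs in the tumors together. Sums over the monocyte/macrophage-like cells, used for the trend over GC content, took genes with at least 50 UMIs. To each sum 1 UMI was added before the log2 ratio. TMM scaling came from edgeR 4.0.16. The share of a named class is compared between the tumors only where no cluster of it is led by more markers of another class than of its own. Cluster 3 of the medium-size tumor and cluster 9 of the large-size tumor have Ly6d, listed as a B cell marker, and no epithelial marker among their 10 leading genes. By this rule no direction is read from the epithelial-like share, although these clusters had 10 of 11 and 7 of 11 epithelial markers. The ratios of named genes and the trend over GC content are also given without these clusters and without clusters 4 and 6 of the large-size tumor. Gene positions and the GC content of the last 500 bases of transcripts came from the GENCODE M21 annotation of GRCm38, where 95.1% of the 27775 gene rows have their symbol. Runs of 5 neighbouring genes were scanned for raised expression in each epithelial-like cluster. This scan, tested on simulated data, found the raised genes in 20 of 20 simulations.

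Named genes follow a rule fixed in advance. They are the genes the paper names or plots for this tumor, the signature genes it names that bear on the tumor's cell types, the 5 with the highest and the 5 with the lowest rho along the ordering among genes with at least 1000 UMIs, the 5 with the largest ratio in each direction between the epithelial-like cells of the tumors, Trp53 and Pdx1, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and the leading genes of each cluster described. A gene outside this rule is given as chosen after its values were seen. Some genes that the rule covers are not reported here. The alternatives fixed before the data were examined were a filter on cells, removal of called doublets, 20 principal components, resolutions of 0.4 and 1.2, other variable genes, classes called cell by cell, clustering and ordering without the genes the paper names, thinned cells, diffusion pseudotime, the first principal component, raw counts, other minimum counts, and for the tumors TMM scaling and totals without mitochondrial and ribosomal protein genes. The other alternatives were added after seeing the data, and some of those listed were applied to the large-size tumor only then. Only part of Tables S2 and S5 was used here, so no overlap or enrichment was tested on them.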

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

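The patterns here were found by looking through the data. The tests of free RNA, the clustering without the genes of the block and the test of the GC trend in monocyte/macrophage-like cells and without some clusters were chosen only after the results they bear on had been seen, and the list of intestinal genes was written after the leading genes of the clusters were known. No biological explanation given by the design was tested, since size is the only condition and each size has 1 tumor.

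In the medium-size tumor, a run of neighbouring genes was raised in cluster 5 (261 cells), which the paper does not discuss. Dync2h1, Dcun1d5, Tmem123, Birc2, Birc3 and Yap1 lie on chromosome 9 of GRCm38 from 6928503 to 8004596. Their CPM in cluster 5 was 5.52 to 7.81 times that in the other epithelial-like cells, with a median of 6.02. Several of them lead cluster 5 and helped to define it, so the observation is their common position and not their level. Dcun1d5 was at 3013 CPM (exact 95% Poisson interval 2949 to 3079) against 516. Cells with at least 1500 CPM over the 6 genes made up 67.4% of cluster 5, 28.0% of cluster 4, which is led by cell cycle genes such as Top2a and Ube2c, and at most 3.13% of any other cluster. The highest run of 5 genes in cluster 5 had a median log2 ratio of 2.74. Runs of neighbours that belong to gene families reached 3.20 in cluster 1, at the Gkn genes, and 3.49 in cluster 3, at the Reg genes. In cluster 7 the highest run, from Dync2h1 to Mmp10 and inside the same block, reached 3.26, more than in cluster 5. Of its genes, Mmp13, Mmp3 and Mmp10 were high there, at 555, 87.2 and 163 CPM. Dync2h1 and Dcun1d5 were not, at 7.40 and 199 CPM against 53.4 and 3013 in cluster 5. Thus raised neighbours alone do not single out a block. A grouping made by these genes themselves is argued against by a clustering without them and the Mmp genes between them, where a cluster of 267 cells held 95.8% of cluster 5 and the median ratio was 5.39. Free RNA is argued against by the monocyte/macrophage-like cells, from which cluster 5 differed by a median ratio of 17.2. A gain in copy number of the block is a candidate explanation that stays open. Of the 2 genes inside the block with too few UMIs to be part of the pattern (Mmp12 and Gm10709, with fewer than 200 UMIs), 0% were at least 2-fold higher, against 3% of genes of like UMI count elsewhere, and 2 such genes cannot decide it. Genes chosen after their values were seen point both ways. Cep126, which lies just beyond the block, was 7.37-fold higher, while inside it Mmp13 was 2.13-fold higher, Mmp3, Mmp10 and Mmp7 had ratios of 0.986, 0.528 and 0.101, and Mmp10 and Mmp13 were highest in cluster 7. Shared regulation of neighbouring genes was not tested.

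Across the epithelial-like clusters of the same tumor, shifts of expression ran along whole chromosomes. When each chromosome was divided into a first and a second part, the median log2 ratios of the parts moved together over clusters and chromosomes, with a Spearman rho of 0.786, while 100 shuffles of the gene positions gave -0.318 to 0.219. This is what chromosome-scale differences in copy number between clusters would give, and the values are consistent with that hypothesis. They do not exclude other causes that act on large regions of a chromosome, which were not tested, and DNA was not measured.

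In the large-size tumor, clusters 4 and 6 held 369 of the 1533 cells, or 24.1% (exact 95% binomial interval 21.9% to 26.3%), and were led by genes of intestinal epithelium such as Fabp1, Guca2b and Muc2. The paper does not report on this tumor. Over a list of 16 intestinal genes, the summed level was 14124 CPM in these clusters and 204 CPM in the monocyte/macrophage-like cells, a ratio of 69.3, with 16 of 16 genes higher, which argues against free RNA. As examples, Fabp2 was at 3968 CPM in cluster 4 and Zg16 at 3559 CPM in cluster 6. The list is not specific to intestine in these tumors. In the medium-size tumor, 9 of its 16 genes have at least 1 CPM, and all 16 sum to 2131 CPM. Admixed normal intestinal epithelium is a candidate explanation. Cdkn2a, chosen when only its total in each tumor was known, had 4 UMIs in these clusters, or 10.7 CPM (exact 95% Poisson interval 2.90 to 27.3), against 193 CPM (172 to 216) in the other epithelial-like clusters, a ratio of 0.0551, and 20.4 CPM (5.56 to 52.2) in the monocyte/macrophage-like cells. The level near that of non-tumor cells is what admixed normal cells would give. Tumor cells with an intestinal program and little Cdkn2a were not excluded.

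A cluster of 74 cells in the medium-size tumor, 2.63% of its cells (2.07% to 3.29%), had all 6 mesothelial markers, a class that Figure 5C does not list. The markers were a median of 298 times higher there than in all other cells of the tumor, and at least 107 times, which argues against free RNA spread over all droplets. By their own markers, 51.4% of the cells were called mesothelial and 25.7% stromal. With 20 principal components, and at a resolution of 0.4, no cluster was named mesothelial-like. Mesothelium lining the organ next to the tumor was not tested as a source.

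The paper does not compare the tumors. The ratio of CPM between them depended on the base composition of the genes. Over the 7633 genes with at least 200 UMIs in the epithelial-like cells of the tumors together, of which 97.0% have a GC value, the log2 CPM ratio of the large-size to the medium-size tumor fell with the GC content of the last 500 bases of the transcript, with a Spearman rho of -0.462 across genes, which are not independent replicates. The 10% of genes with the lowest GC content had a median log2 ratio of 0.33 and the 10% with the highest had -0.93. In the monocyte/macrophage-like cells, over 2672 genes at a lower minimum of 50 UMIs, rho was -0.401 and the medians were 0.32 and -0.66. Without the epithelial-like clusters led by other genes rho was -0.468 over 7295 genes, and without cluster 13 of the medium-size tumor, led in part by Cd74 and H2 genes, it was -0.389 over 2256 genes in the monocyte/macrophage-like cells. A trend shared by unrelated cell types is consistent with a property of the libraries. Which step of library preparation or sequencing it comes from was not tested, and with 1 library of each size it is confounded with the size of the tumor.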

How the results depend on the processing

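Of the tests and settings here, the removal of the cells with the highest 5% of Scrublet scores, the orderings without cluster 7 or cluster 3, the clustering without the genes of the block, the GC adjustment, the comparison without the clusters led by other genes, the GC trend without these or without cluster 13 and, for the cell classes of the large-size tumor, a resolution of 1.2, variable genes by mean.var.plot, 20 principal components and the removal of called doublets were chosen only after results had been seen. Of 297 values recomputed, 30 came from settings that removed no cell and could not move. Of the other 267, 176 stayed within a fixed range, 67 moved beyond it without a change of sign and 24 reversed. The range was the exact 95% interval for a share or a ratio, 1.5 times for a number of clusters or genes, 0.1 for a rho or a log2 ratio, the quartiles over genes for the Table S5 totals and the range over its genes for the block. Of the 67 that moved, 49 are values of single genes or of the block.

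No paired analysis was possible because the labels number 4 technical replicates of each tumor but the counts of each tumor are pooled in 1 table, whose barcodes do not show the replicate. Leaving out a replicate was not possible for the same reason, so no value has a replicate check.

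In the medium-size tumor, the number of clusters ranged from 10 to 18 around 14. The filter on cells and the removal of called doublets each removed 0 of its cells, as did the removal of clusters with at least 3 markers of another class detected, a rule that leaves cluster 3 in, so these settings say nothing about stability. The epithelial-like share of 82.9% was 74.9% at a resolution of 1.2, 78.4% with variable genes by mean.var.plot and 76.7% without the cells with the highest 5% of Scrublet scores, where 10.2%, 6.76% and 10.1% of the cells were in unnamed clusters. The monocyte/macrophage-like share of 8.46% was 10.7% at a resolution of 0.4. No cluster was named stromal-like, a share of 0, with 20 principal components, at a resolution of 0.4 and without the highest 5% of Scrublet scores. The ratios of Epcam, Krt19 and Prom1 stayed above 1 in all settings. In the large-size tumor, the filter on cells left 937 of 1533 cells and moved the epithelial-like share from 79.5% to 88.6% and the monocyte/macrophage-like share from 16.5% to 6.72%, since it removes the shallower cells. The epithelial-like share there was 66.3% when called cell by cell, 61.4% at a resolution of 1.2 and 62.7% without the highest 5% of Scrublet scores, with 18.1% and 17.3% of the cells in unnamed clusters in the latter cases, and the causes were not tested. With variable genes by mean.var.plot, no cluster there was named endothelial-like, a share of 0.

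All 8 EMT genes rose along the ordering with diffusion pseudotime, with the first principal component, with raw UMI counts, with thinned cells, when the EMT genes were left out of the ordering, and without the highest 5% of Scrublet scores. The epithelial-like cells of the other clusterings, and those called cell by cell, were not ordered. Without cluster 7, or without cluster 3, 0 of the 8 rose. Without cluster 7, rho was -0.233 for Cdh2, -0.0897 for Twist1, -0.161 for Loxl2, -0.239 for Ctgf, -0.225 for Tgfb1, -0.498 for Vim, -0.140 for Wnt5a and -0.188 for Zeb1, while it was 0.324 for Epcam, 0.290 for Krt19 and 0.412 for Prom1. Without cluster 3 these values were, in the same order, -0.310, -0.0609, -0.194, -0.249, -0.306, -0.388, -0.169 and -0.221, and 0.284, 0.346 and 0.378. The orderings had a rho of -0.865 and -0.803 with the first one, so the signs changed because the rule for the root chose the opposite end. That the EMT genes and the tumor cell markers lie at opposite ends was kept, and which end is early was not. The share of genes rising, 56.2% at 50 UMIs or more, was 61.5% at 500 or more, 55.2% at 1 or more, 57.2% with thinned cells and 80.9% with raw UMI counts, where simulated genes without change also mostly rose. The median ratio of UMI totals to those of Table S5, 1.01, was 1.12 over all cells, because these include the cells of other classes.

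Between the tumors, the median log2 ratio over 7633 genes was -0.14 by total counts, -0.07 with TMM scaling, -0.06 without mitochondrial and ribosomal protein genes and -0.15 without the clusters led by other genes. Adjustment for GC content sets this median to 0 by construction. The genes named for this comparison kept their direction under the settings run on them, and the GC adjustment was not run on the Y-linked genes. The depth of the large-size tumor limits what can be seen there, since 3 UMIs of the epithelial-like cells are 1.53 CPM against 0.166 CPM in the medium-size tumor.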

Differences from the paper's values

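No test was run for this part, and the settings named here were fixed before the data were examined. The paper states 17 cell types in the medium-size tumor, while the naming of clusters gave 5 classes. None of the settings gave a number within 1.5 times the paper's. The filter on cells, the removal of called doublets, a resolution of 1.2 and variable genes by mean.var.plot gave 5, a resolution of 0.4 and 20 principal components gave 3, and classes called cell by cell gave 10. The paper's types come from a classifier with its own catalog of types and these classes from lists of markers, so the same cells were sorted into different sets of names.

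The paper states 12 clusters, and 14 were found here. With 20 principal components the number was 12. The paper states 1940 epithelial cells, and 2330 of 2812 cells were epithelial-like here, or 2105 at a resolution of 1.2, the nearest of the settings. In the part of Table S5 used here, the paper gives 2323 positive cells for Rpl10, which is more than the 1940 cells it states as sorted for that analysis. The paper assigns a pair of its clusters to stromal cells, while here cluster 11 (67 cells) was stromal-like and cluster 10 (74 cells), with 5 of 10 fibroblast markers and 6 of 6 mesothelial markers, was mesothelial-like.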

Other observations

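The tests of cluster 12, of Table S5 and of the genes with 0 UMIs were chosen only after the results had been seen, as were the GC adjustment and the comparison without the clusters led by other genes.

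In the medium-size tumor, cluster 12 (64 cells) carried epithelial and monocyte/macrophage markers together and was led by genes such as Laptm5, Rac2, F10 and Prtn3. Free epithelial RNA in macrophage droplets is argued against, since the epithelial markers were a median of 10.8 times higher than in the monocyte/macrophage-like cells, and at least 8.73 times. Doublets of both types cannot be told apart from a mixed cell state. The median of 4433.5 UMIs per cell was 0.442 times that of random pairs of such cells, which is low for doublets, but 48.4% of the cluster lay among the highest 5% of Scrublet scores.

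The coefficients in the part of Table S5 used here are mostly positive, and this is consistent with slopes fitted to UMI counts not scaled by depth. Of the 1993 genes compared, 320 had slopes of opposite sign on raw and on depth-scaled counts, and 100% of these carried in Table S5 the sign of the raw slope. Over genes, the paper's coefficient had a Spearman rho of 0.976 with the raw slope and 0.651 with the depth-scaled slope. On these genes, 88.8% of the raw slopes rose, against 72.7% of the depth-scaled slopes. The ordering is not the paper's, and the genes are not independent of each other.

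In the large-size tumor, which the paper did not report on, 10 clusters were found. Epithelial-like clusters held 79.5% of the 1533 cells (exact 95% binomial interval 77.4% to 81.5%), and the medium-size tumor's share was 82.9%. No direction is read from these, since clusters with Ly6d, a B cell marker in the list, among their leading genes fall in the class. Cluster 3 of the medium-size tumor had 10 of 11 epithelial markers and 1 of 6 B cell markers, which argues against B cells there. Cluster 9 of the large-size tumor had 7 of 11 epithelial markers. Cluster 1 of the large-size tumor, also in the class, rests on 3 of 11 markers. Monocyte/macrophage-like cells made up 16.5% (14.7% to 18.5%), against 8.46% in the medium-size tumor, where 41 of the cells are in cluster 13, led by Cd74, H2-Aa, H2-Ab1 and H2-Eb1 as well as C1q genes. The share in the large-size tumor was 6.72% among cells with at least 500 genes, so the order of the tumors depends on the shallow cells. Stromal-like cells made up 3.26% (2.43% to 4.28%) and endothelial-like cells 0.718% (0.359% to 1.28%).

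Transcripts of sex-linked genes differed between the tumors. In the medium-size tumor, the genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the annotation places on chromosome Y, had 682, 446, 117 and 213 UMIs, and Xist on chromosome X had 2 UMIs, or 0.0985 CPM (0.0119 to 0.356). In the large-size tumor the same Y genes had 0 UMIs each, which allows up to 1.34 CPM, and Xist had 6446 UMIs, or 2879 CPM (2809 to 2950). The labels do not give the sex of the mice, and tumor size and these genes changed together, so no difference between the tumors can be assigned to size.

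Pdx1 and Trp53 were present in both tumors. In the epithelial-like cells Pdx1 was at 28.3 CPM (25.9 to 30.9) in the medium-size tumor and 18.4 CPM (12.9 to 25.4) in the large-size tumor, a log2 ratio of -0.59, which was -0.64 after adjustment for GC content and -0.94 without the clusters led by other genes. Trp53 was at 92.0 CPM (87.6 to 96.5) and 20.4 CPM (14.6 to 27.8), a log2 ratio of -2.14, which was -1.67 after adjustment for GC content and -1.91 without the clusters led by other genes, while the median over all genes was -0.14. The counts do not separate mutant from normal alleles.

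By the rule for named genes, those highest in the epithelial-like cells of the large-size tumor relative to the medium-size tumor were Xist, Fabp1, Zg16, Apoa4 and Clec2h. Fabp1 was at 2492 CPM (2423 to 2563) against 0.221 CPM (0.0603 to 0.566), and Zg16, Apoa4 and Clec2h were at 369, 355 and 131 CPM against 0 UMIs, which allows up to 0.166 CPM. Apart from Xist, most of this came from the clusters with intestinal genes. Without the clusters led by other genes Fabp1 was at 166 CPM, Zg16 at 43.5, Apoa4 at 33.9 and Clec2h at 5.11. Among those lowest in the large-size tumor were Ctla2a, Gstp1, Pigt and Bcam. Ctla2a was at 11.7 CPM (7.44 to 17.6) against 1491 CPM (1474 to 1509). Gstp1, Pigt and Bcam had 0 UMIs in the large-size tumor, which allows up to 1.53 CPM, against 38.4, 33.5 and 33.0 CPM.

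Several genes with many UMIs in the medium-size tumor had 0 in the large-size tumor. Over all cells, 17 genes for which the depth of the large-size tumor predicts at least 20 UMIs had 0, and 14 of them are not the Y-linked sex genes. These were chosen for their high prediction, so the count at 0 was set against chance over all 8088 genes with such a prediction that are not Y-linked sex genes. Depth alone would leave 0.000000276 of them at 0 by Poisson chance, which argues against a difference in depth. Among the 13 of the 14 genes with a GC value, the median GC content was 54.6%. The median over all genes with at least 200 UMIs was 43.6%. Not all of the 13 are rich in GC, since they ranged from 41.2% (Pzp) to 62% (Bcam). With the median trend over GC content included, chance would leave 0.000976 of 7844 genes with a GC value at 0 against the 13 seen, so GC content bias, as far as this trend holds it, is not the whole cause. Gapdh, chosen after its values were seen, had 52043 UMIs in the medium-size tumor and 805 in the large-size tumor, where depth predicts 5740. The same 27775 gene rows are listed for both tumors, so a gene missing from the list is not the cause. An annotation that differed in other ways when the tables were made, and a true difference between the tumors, stay open and were not tested.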
